# Fibrillarin-GFP Facilitates the Identification of Meiotic Competent Oocytes

**DOI:** 10.3389/fcell.2021.648331

**Published:** 2021-04-15

**Authors:** Ting Wang, Jie Na

**Keywords:** nucleolus, fibrillarin, meiosis, oocyte maturation, transcriptome analysis

## Abstract

The nucleolus undergoes significant functional changes and plays important roles during mammalian oocyte meiotic maturation. Fibrillarin (FBL) is the component of nucleolar small nuclear ribonucleoprotein (snRNP) particle and localizes to the dense fibrillar component (DFC) of the nucleolus. We found that FBL–GFP displays an uneven and cloudy localization in the nucleolus of non-surrounded nucleolus (NSN) oocytes, while it distributes evenly and to a few bright dots in the surrounded nucleolus (SN) oocytes. Accordingly, NSN oocytes showed active nascent RNA transcription, while the SN group was transcriptionally quiescent. NSN geminal vesicles also contained more DNA damage marker γH2AX foci. Based on different FBL–GFP patterns in live oocytes, the ones with superior meiotic maturation potential can be identified. Global transcriptome profiling revealed a significant difference in single SN and NSN oocytes. Thus, FBL–GFP can serve as a marker for nucleolus activity, which also correlates with transcription activity and the quality of oocytes.

## Introduction

The nucleolus is important for mammalian oocyte meiotic maturation. For all mammalian species, oocytes are arrested in the prophase with a large nucleus called the germinal vesicle (GV). During oocyte meiosis I (M I), the germinal vesicle breakdown (GVBD), chromosomes condense and align at the metaphase I spindle. Then, the homologous chromosomes separate during anaphase I and the oocytes protrude the 1st polar body. After completing the first meiotic division, oocytes are arrested at metaphase II, waiting to be fertilized (Fulka et al., 1998). The nucleolus of mammalian oocytes is termed nucleolus-like body (NLB) due to their unusual ultrastructure and different functions from the active somatic nucleolus. During oogenesis, transcriptionally active nucleoli in growing oocytes transform to NLBs in fully grown oocytes. After fertilization and zygotic genome activation, NLBs return to active nucleoli in preimplantation embryos. NLBs are composed of densely packed homogenous fibrillar material. By contrast, somatic fibrillo-granular nucleoli are assembled around nucleolar organizer regions (NORs) (Boisvert et al., 2007), which are divided into subregions named fibrillar centers (FC), dense fibrillar components (DFC), and granular components (GC) (Carmo-Fonseca et al., 2000). Fibrillarin (FBL) is an snRNP member that can form protein clusters in DFC and is involved in 47S pre-rRNA processing (Boisvert et al., 2007; Yao et al., 2019). Meanwhile, nucleolar rRNA transcription and processing status correlated with nuclear chromatin configuration.

In the mouse, it has been reported that fully grown oocytes show heterogeneous chromatin configuration (Zuccotti et al., 1995). Those with a ring of fully condensed chromatin surrounding the NLB are termed surrounded nucleolus (SN), while the others with less condensed chromatin rim surrounding the NLB are called non-surrounded nucleolus (NSN). More than 90% of oocytes in 2-week-old female mice are NSN oocytes arrested in the prophase of meiosis I. As the oocytes grow, some stay in the NSN configuration, whereas others undergo an NSN-to-SN transition (Zuccotti et al., 1995). As the chromatin configuration of the SN and NSN nucleus differs considerably, so does their transcription activity. NSN oocytes are transcriptionally active, where RNA Pol I and RNA Pol II transcribe rRNA and mRNA, respectively. On the other hand, SN oocytes are transcriptionally inactive (Bouniol-Baly et al., 1999).

SN oocytes have been shown to reach metaphase II at a high frequency during *in vitro* maturation culture, while NSN oocytes have limited meiosis competence and developmental potential (Ogushi et al., 2008; Fulka and Aoki, 2016). After fertilization, most SN oocytes can develop to blastocyst stage. On the contrary, fertilized NSN oocytes are often arrested at the two-cell stage (Zuccotti et al., 2002). The above studies indicated that the conformation of NLB in GV oocytes could be a marker of meiotic competence and developmental potential.

In this work, we visualize the NLB in live GV oocytes using an FBL–GFP fusion protein. We show that fully grown oocytes could be classified into two NSN and SN types based on the FBL–GFP distribution pattern. Besides, we analyzed the transcriptome heterogeneity of single NSN and SN GV oocytes and MII oocytes derived from them. Our study provided new tools and resources to evaluate the quality of mammalian oocytes.

## Materials and Methods

### Oocyte Collection and Culture

All animal experiments were conducted following the Guide for the Care and Use of Animals for Research Purposes. The protocol for mouse oocyte isolation was approved by the Institutional Animal Care and Use Committee and Internal Review Board of Tsinghua University. GV oocytes were collected from the ovary of 3- to 4-week-old C57BL/6 females (Charles River) 48 h post-PMSG (San-Sheng Pharmaceutical Co., Ltd.) in M2 medium (Sigma M7167) supplemented with 10 μM Cilostamide (Cayman 14455), then cultured in IVM medium at 37.5°C in a CO2 incubator. An IVM medium (Hayashi and Saitou, 2013) was freshly prepared by mixing α-MEM (Gibco C12571) and 10% FBS (BI 04-001-1ACS), supplemented with 0.025 mg/ml sodium pyruvate (Sigma P4562) and 0.08 mg/ml gentamicin (Invitrogen 15750-060), with or without 10 μM Cilostamide (Cayman 14455).

### Plasmid Construction, *in vitro* mRNA Synthesis, and Microinjection

Mouse fibrillarin was subcloned into the RN3P vector for *in vitro* transcription of mRNA. Capped mRNAs were generated using a T3 mMESSAGE mMACHINE Kit (Thermo Fisher Scientific, AM1348) following the manufacturer’s instructions. Microinjection of mRNA at desired concentrations into mouse GV oocytes was performed on a Leica DMI3000B microscope equipped with a Leica micromanipulator as previously described (Na and Zernicka-Goetz, 2006).

### Immunofluorescence Staining and EU Staining

Mouse oocytes were first treated with acidic Tyrode’s solution (Merck Millipore MR-004-D) to remove the zona pellucida, then fixed with either 4% PFA in PBS for 20 min at room temperature or ice-cold 100% methanol for 20 min at –20°C. After fixation, oocytes were permeabilized with 0.5% Triton X-100 for 20 min and blocked with 3% BSA in PBST (0.1% Tween in PBS) for 2 h at room temperature. Primary antibody incubation was carried out at 4°C overnight. The primary antibodies include FBL (ABclonal A1136) and anti-gamma H2A.X (Abcam ab26350). The samples were then washed in PBST and incubated with secondary antibodies, including Dylight 488 Goat Anti-Rabbit (EarthOx E032220) and Dylight 549 Goat Anti-Mouse (EarthOx E032310) at 4°C overnight. The nucleus was stained with DAPI (Sigma D9542) or Hoechst 33342 (Dojindo H342). After staining, oocytes were mounted on coverslips in VECTASHIELD mounting medium (Vectorlabs H-1000). For EU incorporation assay, EU was injected into the oocyte cytoplasm at a concentration of 100 mM. Newly synthesized RNA was detected following the manufacturer’s instruction (RiboBio C10316).

### Enzymatic Antigen Retrieval

For FBL immunostaining, we performed enzymatic antigen retrieval to retrieve the fibrillarin epitope first. Oocytes were fixed as described above and then treated with 1 μg/ml proteinase K (Transgen GE201-01) for 20 min. After three washes in PBST, oocytes were postfixed with 4% PFA in PBS for 20 min and treated with 0.2% Triton X-100 for 10 min, followed by conventional immunofluorescence staining.

### Imaging and Quantifications

Images were acquired on a Nikon A1R HD25 confocal microscope. Images were processed using Fiji software (Schindelin et al., 2012). For fluorescence intensity distribution analysis, a line across the oocyte diameter was drawn, and fluorescence levels were determined using Plot Profile function. Foci numbers were calculated using 3D Objects Counter function.

### High-Throughput RNA-Sequencing Library Construction

For the oocyte gene expression study, we used the SMART-seq2 protocol to amplify single oocyte RNA (Picelli et al., 2014). The single oocyte was first lysed in hypotonic lysis buffer (Amresco, M334), followed by reverse transcription and pre-amplification of cDNA. After AMPure XP beads (Beckman Coulter A63881) purification, cDNAs were tagmented by Tn5 to obtain Illumina Nextera libraries. All libraries were sequenced on Illumina HiSeq X-10 according to the manufacturer’s instruction.

### RNA-Sequencing Data Analysis

Adapter sequences were trimmed using TrimGalore (v0.4.4) (Krueger, 2017). Clean reads were mapped to the mouse genome (mm10) using Bowtie2 (v2.3.5) (Langmead and Salzberg, 2012) software with the Ensembl Annotation. Read counts and Fragments Per Kilobase per Million mapped reads (FPKM) of Refseq genes were calculated by RSEM (v1.2.28) (Li and Dewey, 2011). The normalization of read counts was completed by DESeq2 package (v1.20.0) (Love et al., 2014). Differentially expressed genes (DEGs) were selected according to a previous report (Ma et al., 2013). Then genes with a threshold of absolute fold change ≥ 1.5 were regarded as DEGs. Principle component analysis was performed using R’s “prcomp” function and drawn by ggplot2 package (v3.1.0) (Ginestet, 2011). The heatmaps were produced by the heatmap2 function of the gplots package (v3.0.1.1) (Warnes et al., 2015) with the hierarchical clustering method. The soft clustering of gene expression data is implemented using the fuzzy c-means algorithm by the Mfuzz package (v2.42.0) (Futschik and Carlisle, 2005). The enrichment of GO was analyzed using the clusterProfiler package (v3.8.1) (Yu et al., 2012).

### Statistical Analysis

Data were presented as means ± standard error of the mean (s.e.m.). Statistical significance was determined by unpaired two-tailed Student’s *t*-test using GraphPad Prism software. *P* < 0.05 was considered significant.

## Results

### FBL–GFP Marks Nucleolus in Live SN and NSN GV Oocytes

To visualize the NLB in GVs, we expressed GFP-tagged FBL by microinjection of FBL–GFP mRNA into the cytoplasm of GV oocytes; H2B-mCherry mRNA was co-injected. Oocytes were blocked in the GV stage with Cilostamide. We first used confocal microscopy to examine fixed GV oocytes. FBL–GFP formed numerous bright aggregates of various sizes. These aggregates appeared to locate on the surface of NLB. FBL–GFP also has a cloudy distribution throughout the NLB. DAPI staining indicates that GV oocytes with such FBL–GFP localization are NSN GV oocytes (Figure 1A), which is in agreement with earlier reports (Zatsepina et al., 2000). By contrast, in SN GV oocytes, few bright FBL–GFP aggregates can be observed on the NLB surface (Figure 1A). After the maximum projection of all stacks, NSN GV oocytes exhibited a lumpy FBL distribution pattern compared to SN GV oocytes (Figure 1B). We normalized FBL–GFP levels against co-injected H2B-mCherry. The fluorescence quantification showed that the amount of FBL–GFP protein is significantly less in SN oocytes than in NSN oocytes (Figure 1C). We also measured the gray value across the NLB. In NSN GV oocytes, the gray value of FBL–GFP fluorescence had multiple high peaks along the line drawn across one typical NLB (Figure 1D). In SN GV oocytes, the FBL–GFP gray value was generally lower across nucleolus, with only one or two peaks (Figure 1D). Thus, based on the above results, NSN GV oocytes could be easily distinguished from SN GV oocytes.

**FIGURE 1:**
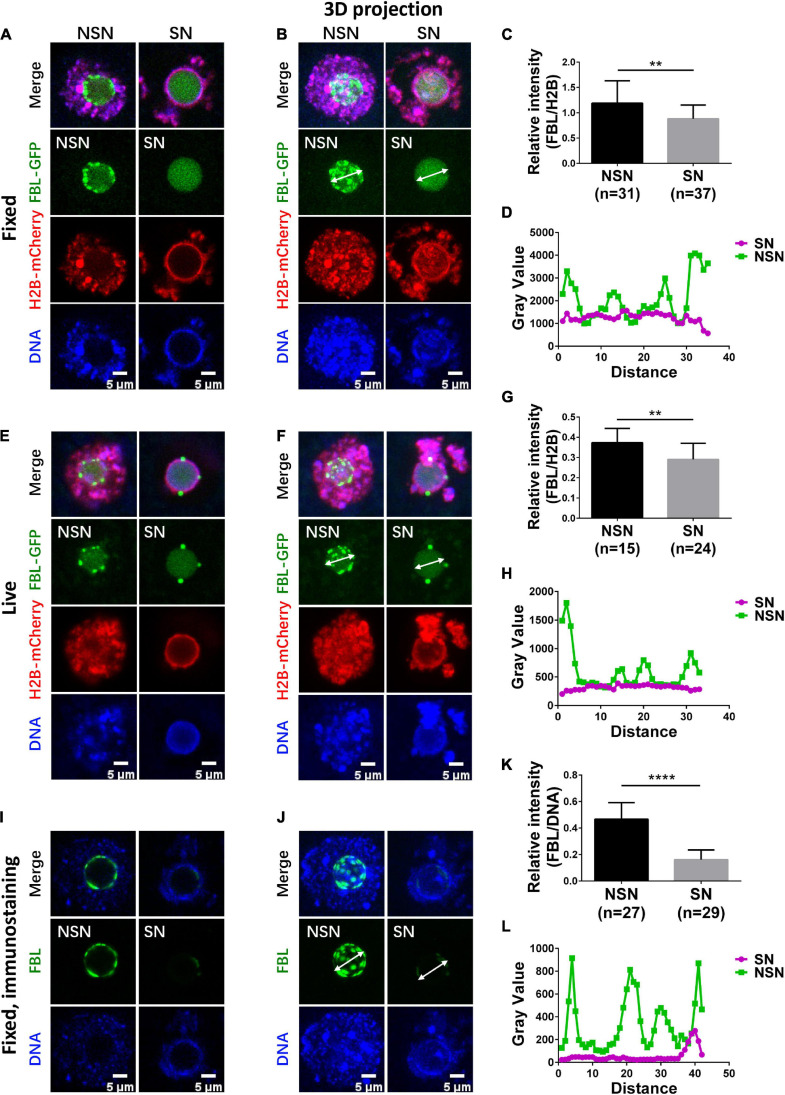
Organization of FBL clusters in NSN and SN oocytes. **(A,B)** FBL exhibits a clustered distribution pattern in fixed NSN GV oocytes. The clusters decrease significantly in fixed SN GV oocytes. Representative z section **(A)** and 3D projection **(B)** confocal images of exogenously expressed FBL–GFP and H2B-mCherry in oocytes are shown. Scale bar = 5 μm. **(C)** Bar graph shows relative FBL signal intensity to H2B signal intensity in fixed NSN and SN GV oocytes. *N* = 68. **P < 0.01. **(D)** The intensity distribution of FBL was measured along the arrow lines drawn on the images in **(B)**. Green, NSN; purple, SN. **(E,F)** FBL distribution patterns in live NSN and SN GV oocytes. Representative z section **(E)** and 3D projection **(F)** confocal images of exogenously expressed FBL–GFP and H2B-mCherry in oocytes are shown. Scale bar = 5 μm. **(G)** The bar graph shows relative FBL signal intensity to H2B signal intensity in live NSN and SN GV oocytes. *N* = 39. **P < 0.01. **(H)** The intensity distribution of FBL was measured along the arrow lines drawn on the images in **(F)**. Green, NSN; purple, SN. **(I,J)** FBL distribution patterns were confirmed with anti-FBL in fixed NSN and SN oocytes. Representative z section **(I)** and 3D projection **(J)** confocal images of endogenous FBL localization are shown. Scale bar = 5 μm. **(K)** The bar graph shows relative anti-FBL signal intensity to DNA signal intensity in fixed NSN and SN GV oocytes. *N* = 56. ****P < 0.0001. **(L)** The intensity distribution of anti-FBL was measured along the arrow lines drawn on the images in **(J)**. Green, NSN; purple, SN.

Next, we imaged live NSN and SN GV oocytes; FBL–GFP displayed similar fluorescence levels and localization patterns in the NLB as in fixed oocytes (Figures 1E–H). Finally, we performed immunostaining of endogenous Fibrillarin using an FBL antibody. As expected, endogenous FBL showed similar differences in NSN and SN GV oocytes (Figures 1I–L), and the protein level of endogenous Fibrillarin in NSN GV oocytes was more than twice that in SN oocytes (Figure 1K). Taken together, FBL–GFP can be used as a convenient tool to distinguish live SN GV oocytes from NSN ones in real time.

### Nucleolus Activity Predicts GV Oocyte Meiotic Maturation Potential

The full-grown meiotic competent GV oocytes are mostly SN oocytes and transcriptionally quiescent (Fulka and Aoki, 2016). To test whether the FBL–GFP pattern correlates with different transcriptional activities, we performed 5-ethynyl uridine (EU) incorporation assay. In the first series of experiments, we used Hoechst 33342 labeling to distinguish NSN and SN GV oocytes. GV oocytes with diffused Hoechst 33342 nucleus distribution have apparent positive EU staining, indicating that they are NSN oocytes that transcribe new RNAs. On the other hand, GV oocytes with a prominent ring-like DNA staining have a minimal EU signal, suggesting that they are transcriptionally quiescent (Figure 2A). Quantification of EU fluorescence intensity confirmed the observation; NSN oocytes have significantly more EU incorporation than SN oocytes (Figure 2B). Then, we microinjected mRNA encoding FBL–GFP and separated NSN and SN GV oocytes based on FBL–GFP localization. The EU signal was much stronger in oocytes with NSN type of FBL–GFP distribution, while GV oocytes with smooth FBL–GFP distribution virtually had no EU signal, indicating that they are SN oocytes (Figures 2C,D). Since FBL played important functions in pre-rRNA processing (Boisvert et al., 2007; Yao et al., 2019), the observations that SN oocytes showed substantially reduced FBL levels (Figures 1C,G,K) and an almost undetectable EU signal (Figure 2E) are consistent with previous knowledge that full-grown GV oocytes are transcriptionally quiescent before meiosis.

**FIGURE 2:**
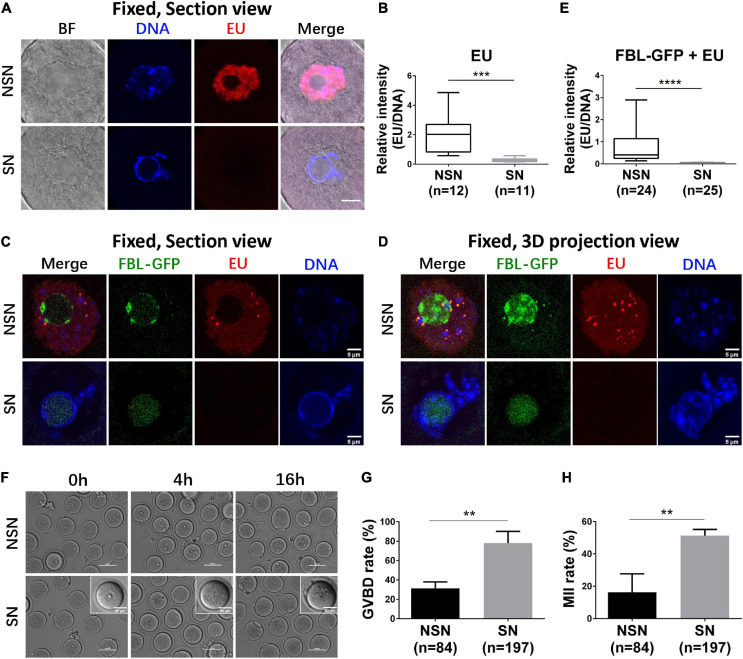
The transcription activity of NSN and SN GV oocytes. **(A,B)** Representative z section images of nascent RNA transcription in NSN and SN GV oocytes. Box–whisker plot shows relative EU signal intensity to DNA signal intensity in NSN and SN GV oocytes. Scale bar = 10 μm. *N* = 23. ***P < 0.001. **(C–E)** Representative z section **(C)** and 3D projection **(D)** confocal images of nascent RNA transcription in FBL–GFP-classified NSN and SN GV oocytes. Box–whisker plot shows relative EU signal intensity to DNA signal intensity in FBL–GFP-classified NSN and SN GV oocytes. Scale bar = 5 μm. *N* = 49. ****P < 0.0001. **(F–H)** Representative live oocyte bright-field images at 0, 4, and 16 h after FBL–GFP classification and Cilostamide release. Scale bars = 100 or 50 μm. The GVBD rate at 4 h was shown in **(G)**. The 1st polar body extrusion rate at 16 h was shown in **(H)**. **P < 0.01.

Next, we compared the *in vitro* maturation ability of SN and NSN GV oocytes classified based on FBL–GFP distribution (Figure 2F). NSN oocytes showed a significantly lower GVBD rate (Figure 2G) and 1st polar body extrusion rate (Figure 2H) than SN oocytes. The above results demonstrated that FBL–GFP could be used to select SN and NSN oocytes for meiotic maturation evaluation.

### Gene Expression Revealed the Difference Between NSN and SN Oocytes Before and After Meiosis I

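Single oocytes were sequenced in 13 libraries: 3 of NSN GV oocytes, 3 of SN GV oocytes, 3 of MII oocytes matured from NSN GV oocytes (NSN-MII) and 4 of MII oocytes matured from SN GV oocytes (SN-MII). GV oocytes came from females primed for 48 h with PMSG, carried injected FBL–GFP and H2B-mCherry mRNA, and were classified after 6 h in Cilostamide, which holds oocytes at the GV stage. MII oocytes were collected at 22 h in the scheme of Figure 3A. cDNA was amplified with the SMART-seq2 protocol, which primes reverse transcription on poly(A) tails and amplifies by PCR. The paper's text names neither molecular identifiers nor a strand-specific step, so counting error is only part of the error of each value, and reads on overlapping or antisense genes or near-identical gene copies cannot be assigned with certainty. The authors trimmed the reads, mapped them to mm10 with Bowtie2 and estimated a count and an FPKM value per gene with RSEM. They deposited estimated counts for each stage and FPKM values of a larger set of genes in all libraries, by gene symbol alone. Of the symbols with counts, 18887 (99.7%) were found in the GENCODE M21 annotation of GRCm38 (mm10), from which all coordinates were taken. Total counts per library were between 7364259 and 7559782 (median 7492263) in NSN GV oocytes and between 7140416 and 7932432 (median 7233384) in SN GV oocytes. They were between 7419438 and 8348681 (median 8344984) in NSN-MII oocytes and between 8121361 and 8846287 (median 8358893) in SN-MII oocytes. The number of genes with at least 1 count was 13068 ± 332 (SD, n = 3) in NSN GV, 13131 ± 147 (SD, n = 3) in SN GV, 12206 ± 531 (SD, n = 3) in NSN-MII and 12218 ± 278 (SD, n = 4) in SN-MII oocytes. The third NSN-MII library had the fewest, 11593 genes, and its 10 most abundant genes took 12.1% of its counts, the highest share of the 13 libraries. No sequencing date or batch is given with the libraries, so batches could not be compared.
For each comparison, the estimated counts were rounded to whole numbers, genes with low counts were removed with edgeR's filterByExpr, and libraries were scaled with edgeR's TMM factors. NSN and SN oocytes were compared within each stage by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The MII and GV stages were compared in the same way over all 13 libraries. A gene was called at an adjusted p under 0.05, and log2 fold changes are NSN over SN, or MII over GV. CPM values are counts relative to the library total scaled with the TMM factor. Standard errors of edgeR's log2 fold changes were derived from the fold change and its quasi-likelihood F statistic.

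**Figure D1:**
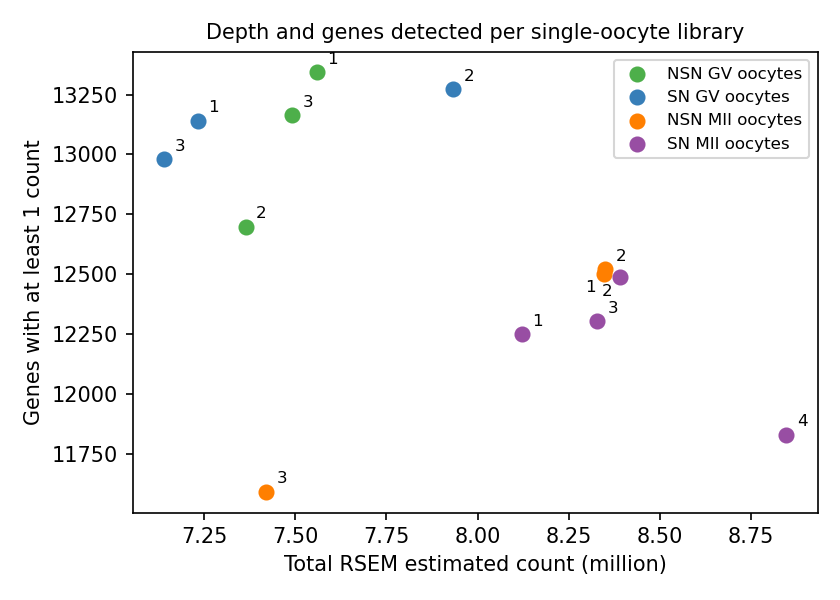
Number of genes with at least 1 count (vertical axis) against the total estimated count (horizontal axis) for each of the 13 libraries, coloured by oocyte type and stage and numbered by replicate. The 6 GV libraries lie between 12699 and 13342 genes and the 7 MII libraries between 11593 and 12522, with the third NSN-MII library lowest.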

To characterize the transcriptome difference during NSN and SN oocyte maturation, we carried out single oocyte RNA-seq of NSN and SN GV oocytes; MII oocytes matured from NSN and SN GV oocytes (Figure 3A). Then, we performed principal component analysis (PCA) and hierarchical cluster analysis. 

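Log2(FPKM + 1) values of the 11525 genes with a mean FPKM of at least 1 over the libraries were centred and not scaled. The first principal component held 76.2% of their variance and the second 4.71%. On the first component, the 6 GV libraries lay between −107 and −78.9 and the 7 MII libraries between 60.2 and 106. Each of the 13 libraries had its nearest neighbor, by Euclidean distance over these genes, in its own stage. The mean distance between a GV and an MII library was 2.43 times the mean distance within a stage. No other split of the libraries into 6 and 7 gave as large a ratio (exact permutation test, one-sided p = 0.000583, the smallest p these splits allow). Scaling each gene to unit variance moved these values most, to 56.5% of the variance and a ratio of 1.73.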

The PCA graph showed that the transcriptome of single GV and MII oocytes separated into two groups (Figure 3B). Although the transcriptome of single NSN or SN GV oocytes sometimes clustered together, GV stage and MII stage oocytes have very different gene expression patterns (Figures 3B,C). 

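At the GV stage, the mean distance between an NSN and an SN library was 72.5, and between libraries of the same type it was 75.8. The ratio of 0.957 was reached in 9 of the 10 splits of the 6 libraries into 3 and 3 (exact permutation test, one-sided p = 0.9, where the smallest p this design allows is 0.1). The ratio was just above 1 without the first and 1.09 without the third NSN GV library. The nearest library was of the same type for 1 of the 6 GV libraries and for 6 of the 7 MII libraries. The ratio at the MII stage was 1.09, which 3 of the 35 splits reached (exact permutation test, one-sided p = 0.0857). With genes scaled to unit variance its p was 0.0286 (exact permutation test, one-sided), the only setting tried that brought it under 0.05. Fits without 1 MII library, which leave fewer splits, gave from 0.0667, without the third NSN-MII library, to 0.3, reached without SN-MII library 1, 2 or 3 (exact permutation test, one-sided).
Between the stages, 7788 of the 11375 genes tested were called, 3603 higher and 4185 lower at MII. Requiring a change of at least 1.5-fold as well gave 7407. Libraries were scaled to each other, so higher and lower are relative to the other genes. A change in the total mRNA of an oocyte is not seen. The amount of an mRNA and the length of its poly(A) tail, on which the libraries were primed, were not separated. The largest rises among called genes whose GV and MII libraries did not overlap in CPM were those of Palm2 (chromosome 4, 57434247 to 57712016), F5 (chromosome 1, 164151838 to 164220277) and Ust (chromosome 10, 8204756 to 8518825). Ust had 19.5 ± 10.4 CPM (SD, n = 6) at GV and 143 ± 84.4 CPM (SD, n = 7) at MII, a log2 fold change of 2.96 (standard error 0.45, adjusted p = 1.79e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Palm2 and F5 rose by log2 fold changes of 3.08 and 2.98 from no more than 0.419 and 1.15 CPM in any GV library. In FPKM the stages overlapped for Palm2, with 0.57 in the first SN GV and 0.31 in the second SN-MII library. The largest falls were those of Rnf113a1 (chromosome X, 37191245 to 37192467), Rps27rt (chromosome 9, 114982366 to 114982739) and Rpl12 (chromosome 2, 32961559 to 32965345). Their counts were at or under 3 in each MII library, so only bounds can be given. Rnf113a1 was at least 16.2-fold, Rps27rt at least 8.98-fold and Rpl12 at least 8.8-fold lower at MII. The last 2 belong to ribosomal protein families with near-identical copies, between which the counting could split reads.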

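The mean distance between libraries of the same type and stage was 86.1 for the 3 NSN GV oocytes (83.2 to 88.5) and 65.5 for the 3 SN GV oocytes (56.2 to 72.5). It was 85.6 for the 3 NSN-MII oocytes (64.3 to 99.7) and 65.3 for the 4 SN-MII oocytes (58.1 to 71.5). The distances among NSN oocytes were 1.31 times those among SN oocytes at the MII stage, and 0.986 times without the third NSN-MII library. The median absolute log2 fold change over the genes tested was 0.20 between NSN and SN oocytes at the GV stage and 0.27 at the MII stage, against 1.14 between the stages.

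**Figure D2:**
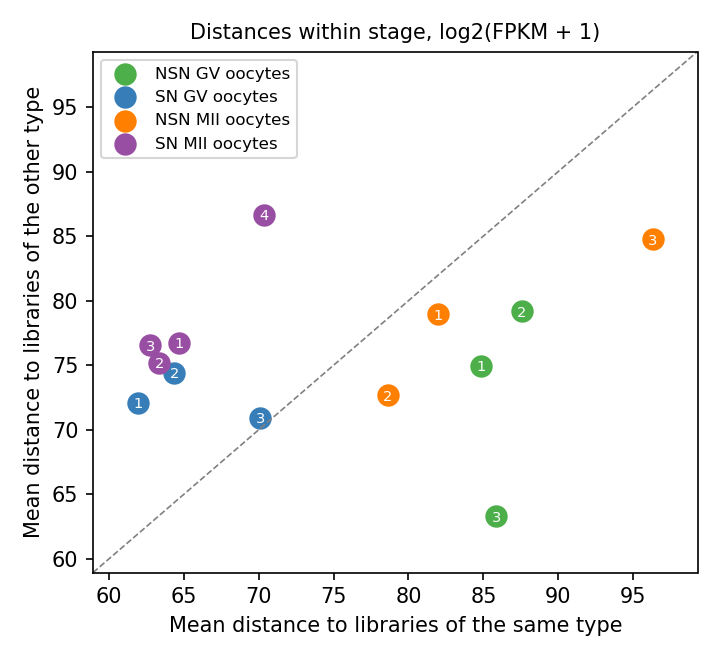
Mean Euclidean distance on log2(FPKM + 1) of each library to libraries of the other type (vertical axis) against that to libraries of the same type (horizontal axis) in the same stage. Points are single oocytes numbered by replicate, and equal distances lie on the dashed line. All 6 NSN libraries lie under the line and all 7 SN libraries above it, with the third SN GV library closest to it at 70.9 and 70.1.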

The single oocyte analysis revealed heterogeneity of the NSN and SN oocyte transcriptome and suggested that despite that NSN GV oocytes are mostly transcriptionally active, their overall transcriptomes are still similar to SN GV oocytes. We compared differentially expressed genes (DEGs) in NSN and SN oocytes at GV or MII stages, respectively (Figures 3D,E). 

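Of 10839 genes tested at the GV stage, 0 were called, and 183 had an unadjusted p under 0.05, where chance alone gives 542. The NSN and SN libraries did not overlap in 713 genes, 6.58% of those tested, where chance gives 10% for 3 against 3. The paper's methods select its genes by an earlier report that they do not describe, and the legend of Figure 3D gives a fold change and a P without saying whether it was adjusted. The criterion taken from it here, an unadjusted p under 0.05 with a change of at least 1.5-fold, was met by 162 genes, 103 higher and 59 lower in NSN oocytes. With DESeq2's Wald test in place of edgeR it was met by 271 genes. It was met by 72 genes without the first SN library and 638 without the third NSN library. It was 99 without the second and 300 without the third SN library. Of the paper's 300 genes in Supplementary Table 1, 297 were tested here and all 297 changed in the paper's direction, but that list was chosen on these same libraries. Of these, 103 met the criterion here, 146 with DESeq2, and 0 were called.
The first genes of the lists in that table were Kbtbd8 (chromosome 6, 95117240 to 95129790), Arhgap12 (chromosome 18, 6024427 to 6136098), Rspry1 (chromosome 8, 94601937 to 94660275) and Ppp2r5a (chromosome 1, 191351975 to 191403272). Kbtbd8 had 501 ± 361 CPM (SD, n = 3) in NSN and 789 ± 153.3 CPM (SD, n = 3) in SN oocytes, a log2 fold change of −0.65 (standard error 0.58). Its value in the second NSN library, 101 CPM, was the lowest, and the log2 fold change without that library was −0.17. Arhgap12 had a log2 fold change of −0.70 (standard error 0.35), with 281 ± 144 CPM (SD, n = 3) against 459 ± 41.9 CPM (SD, n = 3). The log2 fold changes of Kbtbd8 and Arhgap12 were −1.16 and −1.09 without the third NSN library, and that of Arhgap12 was −0.36 without the second. Rspry1 and Ppp2r5a were higher in NSN oocytes, by log2 fold changes of 0.90 (standard error 0.53) and 1.05 (standard error 0.83). Without the third SN library these were 1.62 and 2.25, and without the second SN library 0.50 and 0.62. That of Rspry1 was 0.48 without the second NSN library and that of Ppp2r5a 0.099 without the first. The NSN and SN libraries overlapped in all 4 genes, and each had an adjusted p of 1 from edgeR's quasi-likelihood test.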

204 upregulated genes and 96 downregulated genes were identified in NSN vs. SN oocytes at the GV stage (Figure 3D and Supplementary Table 1). In the MII pairwise comparison, 173 genes were upregulated in NSN oocytes, and 305 were downregulated (Figure 3E), indicating that after meiotic maturation, MII oocytes derived from NSN and SN GV oocytes became more distinct from each other. 

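At the MII stage, 28 of 10028 genes tested were called, 2 higher and 26 lower in NSN-MII oocytes, and 942 had an unadjusted p under 0.05, where chance gives 501. The NSN-MII and SN-MII libraries did not overlap in any of the 28, and in 1026 genes in all, 10.2% of those tested, where chance gives 5.71% for 3 against 4. The criterion used at the GV stage, an unadjusted p under 0.05 with a change of at least 1.5-fold, was met by 715 genes, 324 higher and 391 lower, and by 1240 without the third NSN-MII library. DESeq2 called 219 genes, among them all 28. The number called depended on single libraries. It was 3 without the first, 7 without the second and 240 without the third NSN-MII library, and 27 of the 28 were among the 240. It was 7, 5 and 9 without the second, the third and the fourth SN-MII library. Of the paper's 478 genes in Supplementary Table 2, chosen on these same libraries, 476 were tested and all 476 changed in the paper's direction. Of these, 407 met the criterion here and 28 were called.
Mff (chromosome 1, 82724890 to 82752394) had 113 ± 23.3 CPM (SD, n = 3) in NSN-MII and 784 ± 260 CPM (SD, n = 4) in SN-MII oocytes, a log2 fold change of −2.79 (standard error 0.25, adjusted p = 0.00149 from edgeR's quasi-likelihood test). Tm2d1 (chromosome 4, 98355370 to 98383306) and Dusp10 (chromosome 1, 184013302 to 184075636) changed by −2.93 and −2.85 on the log2 scale (adjusted p = 0.0348 and 0.0284 from edgeR's quasi-likelihood test). Tm2d1 was called in only 2 of its 7 fits with 1 library left out, and Dusp10 was not called without the first (0.104) or second (0.145) NSN-MII or the third SN-MII library (0.0804). Slc25a48 (chromosome 13, 56438355 to 56474239) was 1 of the 2 called genes that were higher in NSN-MII oocytes, with 206 ± 8.33 CPM (SD, n = 3) against 106 ± 20.4 CPM (SD, n = 4), but it too was called only without the third NSN-MII or the first SN-MII library once 1 was left out. Bmp15 (chromosome X, 6314107 to 6320721) was lower in each NSN-MII library, 1539 ± 595 CPM (SD, n = 3) against 3460 ± 165 CPM (SD, n = 4), with an adjusted p of 0.0826 from edgeR's quasi-likelihood test. DESeq2 gave Bmp15 an adjusted p of 0.000571. With 1 library left out, edgeR gave it 0.00248 without the third NSN-MII library and 0.156 to 0.236 otherwise. Zp1 (chromosome 19, 10914287 to 10920632) and Xdh (chromosome 17, 73883895 to 73950196) had higher means in NSN-MII oocytes, but their values in the third NSN-MII library, 144 and 68.8 CPM, lay within or under the SN-MII range. Without that library Zp1 was called (adjusted p = 0.0117 from edgeR's quasi-likelihood test).
Whether the NSN to SN difference itself changed between stages was tested as an interaction of type and stage over all 13 libraries. It was called for 2 of 11375 genes, Mff and Ube2t (chromosome 1, 134962565 to 134974162), and 603 genes had an unadjusted p under 0.05, where chance gives 569. The interaction of Mff was −2.57 on the log2 scale (standard error 0.36, adjusted p = 0.0194 from edgeR's quasi-likelihood test). That of Ube2t was −3.35 (standard error 0.51, adjusted p = 0.0327 from edgeR's quasi-likelihood test). These 2 genes were singled out for the interaction after their values were seen. DESeq2 called 44 interaction genes. Leaving out 1 library gave between 0 and 12, with 0 without the third NSN GV, the second NSN-MII or any of the 3 SN GV libraries, and 12 without the third NSN-MII library. Only oocytes that completed maturation entered the MII groups, and the paper reports a lower rate of polar body extrusion for NSN oocytes. The interaction therefore cannot separate a change through maturation from a selection of the oocytes that matured. From the numbers of up- and downregulated genes in the 2 pairwise comparisons (Figures 3D,E), the paper concludes that oocytes derived from NSN and SN GV oocytes grew more distinct through meiotic maturation.

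**Figure D3:**
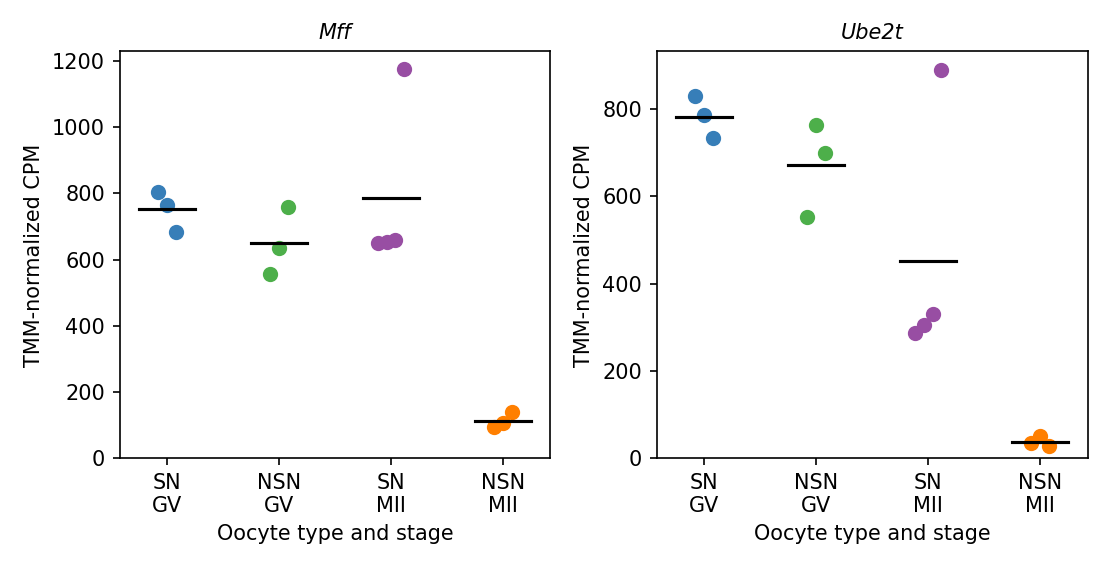
CPM after TMM scaling within stage (vertical axes, from 0) of Mff and Ube2t in SN and NSN oocytes at the GV and MII stages. Points are single oocytes and black lines are group means. In NSN-MII oocytes Mff lies between 93.5 and 139 CPM and Ube2t between 28.2 and 50.2 CPM, under each of the other libraries. The highest SN-MII value of each is that of replicate 4.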

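The 16 genes that Supplementary Table 2 lists under DNA repair were all lower in NSN-MII than in SN-MII oocytes, with no overlap between the libraries in any of them. The paper drew this list from its own calls on these libraries, so the shared direction is not independent evidence. Their log2 fold changes ran from −3.57 for Ube2t to −0.62 for Abraxas1 (chromosome 5, 100805192 to 100820965). Among them, 2 were called. Ube2t had 37.9 ± 11.2 CPM (SD, n = 3) in NSN-MII and 453 ± 291 CPM (SD, n = 4) in SN-MII oocytes (adjusted p = 0.0169 from edgeR's quasi-likelihood test), and 888 CPM in the fourth SN-MII library. Without that library its adjusted p from edgeR's quasi-likelihood test was 0.00051, the lowest of its fits with 1 library left out. It was not called without the first (0.131) or the third (0.0777) NSN-MII library, or with no filter on low counts (0.0798). Mum1 (chromosome 10, 80226434 to 80243903) had 9.12 ± 0.428 CPM (SD, n = 3) against 43.3 ± 19.13 CPM (SD, n = 4), a log2 fold change of −2.24 (standard error 0.34, adjusted p = 0.0284 from edgeR's quasi-likelihood test). Mum1 was not called without the first (0.131) or the second (0.145) NSN-MII library or the third SN-MII library (0.0968). The next by adjusted p were Npas2 (0.077), Tdp1 (0.0799) and Fancg (0.0891), for which DESeq2 gave 0.000467, 0.00187 and 0.00135. Without the third NSN-MII library edgeR's quasi-likelihood test called all of these, at 0.0439, 0.0384 and 0.0426, and Rad51c at 0.00854. With all libraries, DESeq2's Wald test also called Rad51c (adjusted p = 0.00488), Cetn2 (0.00763), Sem1 (0.0168), Eepd1 (0.0188) and H2afx (0.0308). Kif22 lay at 0.05 in that test. The same test gave Abraxas1, Kin, Abl1, Actl6a and Egfr adjusted p from 0.0628 to 0.186.
Of the genes listed under nuclear migration or nucleus localization, 5 in number, all were higher in NSN-MII oocytes. Tacc3 (chromosome 5, 33658128 to 33678995) was called, with 264 ± 70.5 CPM (SD, n = 3) against 108 ± 21.8 CPM (SD, n = 4) and a log2 fold change of 1.29 (standard error 0.22, adjusted p = 0.0348 from edgeR's quasi-likelihood test). With 1 library left out its adjusted p from edgeR's quasi-likelihood test lay between 0.0182, without the third NSN-MII library, and 0.142, without the third SN-MII library. It was also not called without the first NSN-MII library (0.131) or the second (0.135) or the fourth (0.139) SN-MII library. Syne2 (chromosome 12, 75818134 to 76110926) and Tacc1 (chromosome 8, 25154552 to 25256588) rose by 0.73 and 0.64 on the log2 scale without overlap (adjusted p = 0.0825 and 0.202 from edgeR's quasi-likelihood test), and Syne2 was called without the third NSN-MII library (0.0198). Myh10 and Nudc had log2 fold changes of 1.49 and 0.71, with overlapping libraries. That of Myh10 was 0.88 without the first NSN-MII library and 1.88 without the third, where it was called (adjusted p = 0.0104 from edgeR's quasi-likelihood test). With all libraries, DESeq2's Wald test called Tacc3 (adjusted p = 5.88e-05), Syne2 (0.0047), Myh10 (0.0299) and Tacc1 (0.0434), but not Nudc (0.314). The GO enrichment itself was not analysed here.

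**Figure D4:**
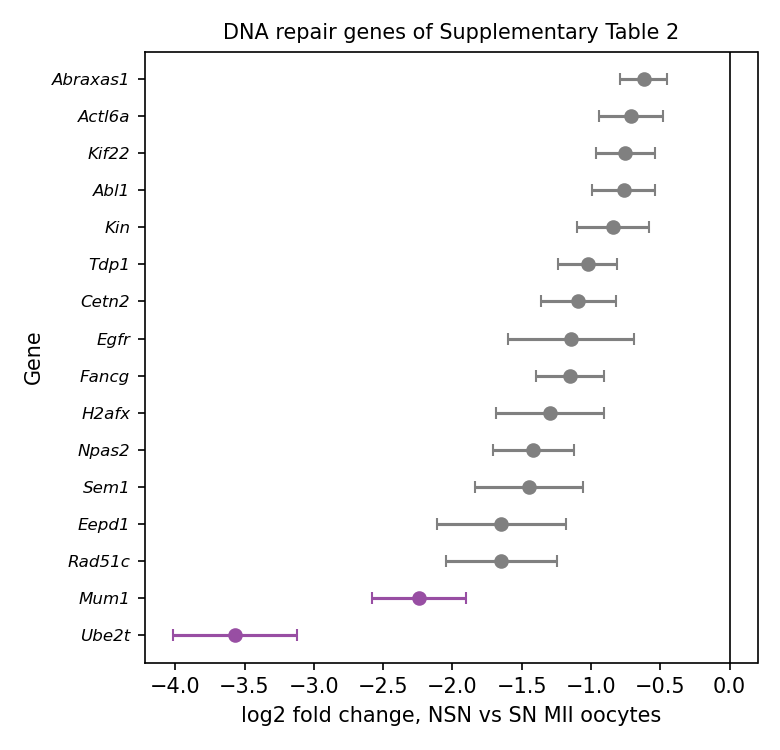
Log2 fold change between NSN-MII and SN-MII oocytes (horizontal axis) of the 16 genes listed under DNA repair in Supplementary Table 2. Points are edgeR estimates from 3 NSN-MII and 4 SN-MII libraries, and bars are standard errors derived from the quasi-likelihood F statistic. Purple marks the 2 called genes, Ube2t at −3.57 and Mum1 at −2.24.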

Gene ontology (GO) analysis of MII oocyte DEGs highlighted pathways involving DNA repair, nuclear migration, and nucleus localization (Figure 3F and Supplementary Table 2).

**FIGURE 3:**
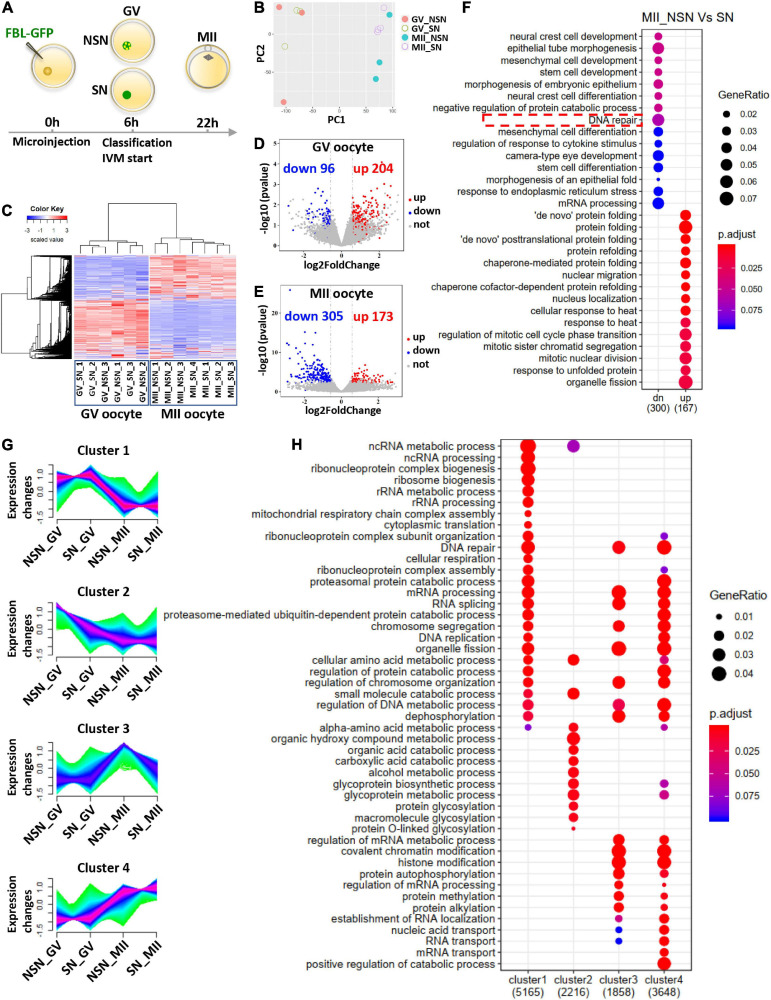
Transcriptome comparison before and after meiotic maturation of NSN and SN oocytes. **(A)** Schematic illustrating the pipeline of preparing single oocyte RNA-Seq samples. **(B)** PCA analysis of RNA-Seq data from NSN and SN oocytes at the GV and MII stages. Each dot represents one library, color-coded by oocyte type and stage. **(C)** Gene expression heatmap of NSN and SN oocytes at the GV stage and MII stage. The blue to red color change represents the transcription level from low to high. **(D,E)** Volcano plot of DEGs in NSN oocytes vs. SN oocytes at the GV stage and MII stage. The upregulated (fold change >1.5) and downregulated (fold change <–1.5) transcripts in each comparison are labeled by red and blue, respectively (*P* < 0.05). **(F)** Gene ontology analysis of the upregulated and downregulated DEGs between NSN and SN MII oocytes. **(G)** Mfuzz analysis of RNA-Seq data from NSN and SN oocytes at the GV and MII stages. The x axis represents oocyte types and stages, while the y axis represents standardized FPKM. Green to purple colored lines correspond to genes with low to high membership value. **(H)** Gene ontology analysis of genes in the four clusters from **(G)** (see also Supplementary Tables 1–3).

We also performed a more detailed analysis about the change in gene expression pattern, taking into account both NSN and SN oocytes and their meiotic stages. Four gene clusters with distinct temporal expression kinetics were classified (Figure 3G). Among these, cluster 1 contained genes most highly expressed in SN GV oocytes and downregulated in MII oocytes, while cluster 2 was comprised of genes with the highest expression in NSN GV oocytes, then downregulated in MII. 

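Fuzzy c-means clustering, the algorithm that Mfuzz runs, was applied to the mean FPKM of each of the 4 groups, standardized per gene. It covered the 12939 genes with a group mean FPKM of at least 1 in any group, a filter the paper's text does not name, with 4 centres and an estimated fuzzifier of 2.51. Each of the 4 centres was highest in another of the 4 groups. The median membership of genes in their cluster ran from 0.556 in the cluster highest in NSN-MII to 0.694 in the cluster highest in SN GV oocytes. With means of log2(FPKM + 1), no centre was highest in SN GV oocytes and 7471 genes fell in clusters highest in NSN GV oocytes. The 4 group means carry no replicate error, and 88 of 100 drawn splits of the libraries within stages also gave 4 clusters highest in 4 different groups.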

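The cluster highest in SN GV oocytes held 4823 genes (37.3%) and that highest in NSN GV oocytes 2605 (20.1%). The centre of the former was 0.88 in SN GV and 0.77 in NSN GV oocytes, in SDs of the 4 group means, and that of the latter 0.33 and 1.1. Of their genes tested between stages, 3002 of 3828 (78.4%) and 1051 of 1971 (53.3%) were called lower at MII, and 15 and 11 were called higher. Each SN GV library was above each NSN GV library for 227 genes of the former cluster (4.71%), where chance gives 5%. Each NSN GV library was above each SN GV library for 306 genes of the latter (11.7%), and the genes of a cluster are selected for that direction. Between NSN and SN GV oocytes, 0 genes of either cluster were called. At an unadjusted p under 0.05 there were 22 of 3806 in the SN GV cluster and 81 of 1937 in the NSN GV cluster, where chance gives 190 and 97. Without the first NSN GV library, 49.4% of the SN GV cluster stayed in it, the cluster held 2726 genes, and the NSN GV cluster grew to 4489 genes.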

Cluster 1 and cluster 2 were enriched for very different biological processes. For example, various ncRNA-, ribosomal RNA-, and mRNA-processing genes were enriched in cluster 1, suggesting that the RNA processing and metabolism might be more complete in SN GV oocytes, while genes related to the organic acid catabolic process and protein glycosylation were more abundant in NSN GV oocytes, implying that NSN oocytes might not be metabolically as mature as SN GV oocytes (Figure 3H). 

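Lists of genes of the processes the paper names were written from general knowledge before the data were examined. Their shares in each cluster were compared with those of all other clustered genes by Fisher's exact test (two-sided, Benjamini-Hochberg over 48 tests). Of 95 rRNA processing genes, 53 fell in the SN GV cluster, an odds ratio of 2.14 (adjusted p = 0.00213 from Fisher's exact test). Of 100 mRNA splicing genes, 45 did (odds ratio 1.38, adjusted p = 0.266 from Fisher's exact test). Of 74 organic acid catabolism genes, 27 fell in the NSN GV cluster (odds ratio 2.29, adjusted p = 0.00563 from Fisher's exact test). Of 74 protein glycosylation genes, 23 did (odds ratio 1.8, adjusted p = 0.0954 from Fisher's exact test). In 100 drawn splits of the libraries within stages, 39 gave as large an odds ratio for rRNA processing and 7 for organic acid catabolism.
NSN and SN oocytes were also compared list by list with limma's camera, which sets a list against all other genes with the correlation between genes fixed at 0.01. Of 24 such tests over both stages, 0 had an adjusted p under 0.05 and 3 an unadjusted p under 0.05. Neither fry nor camera with an estimated correlation called any of them. Leaving out the second NSN GV library changed the number most, to 1 (proteasome at GV, median log2 fold change −0.15, adjusted p = 0.00567 from limma's camera). At the GV stage, the median log2 fold change was 0.0036 for rRNA processing, −0.02 for mRNA splicing, 0.078 for organic acid catabolism and 0.067 for protein glycosylation, against 0.007 for all genes (limma's camera, adjusted p from 0.683 to 0.984). With edgeR's p adjusted over the list alone, 0 genes of these 4 lists were called, and 0 over all genes tested. At an unadjusted p under 0.05, 1 rRNA processing gene was higher and 1 lower, 2 organic acid catabolism genes were higher, 2 glycosylation genes were higher and 1 lower, and 0 splicing genes changed.

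**Figure D5:**
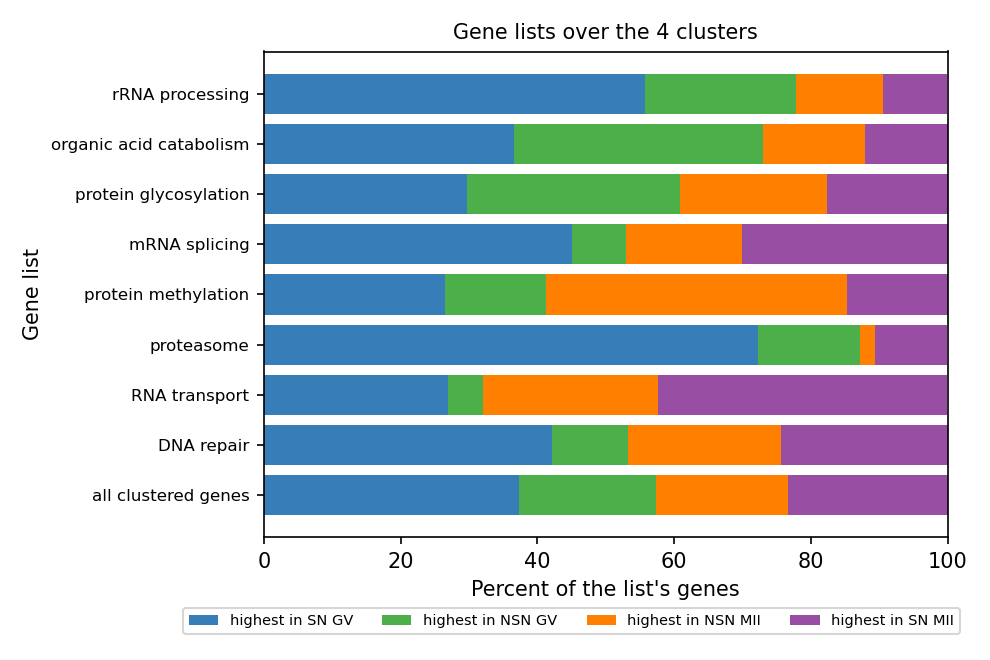
Share of each gene list's clustered genes, in percent (horizontal axis), that fell in the cluster highest in SN GV, NSN GV, NSN-MII and SN-MII oocytes. The last bar gives all 12939 clustered genes. The rRNA processing bar holds 55.8% in the SN GV cluster against 37.3% of all genes, and the organic acid catabolism bar 36.5% in the NSN GV cluster against 20.1%.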

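Of the 12939 clustered genes, 2501 (19.3%) formed the cluster whose centre, 1.09 in NSN-MII oocytes, 0.32 in SN-MII oocytes −0.71 in SN GV and −0.70 in NSN GV oocytes, was highest in MII oocytes matured from NSN GV oocytes. Of 2092 tested between stages, 1411 (67.4%) were called higher and 8 lower at MII. Each NSN-MII library was above each SN-MII library for 402 genes (16.1%), where chance gives 2.86% and the genes are selected for this direction. Of 2076 tested between NSN-MII and SN-MII oocytes, 1 was called and 222 had an unadjusted p under 0.05, where chance gives 104 without that selection. Their median log2 fold change was 0.25. Without the third NSN-MII library, 71.4% of the genes stayed in the cluster.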

Cluster 3 genes were the most upregulated in MII oocytes derived from NSN GV oocytes (NSN-MII). It contained more mRNA-processing genes and protein methylation, alkylation genes, indicating that certain aspects of the mRNA and protein processing were incomplete in this oocyte group. 

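Of 68 protein methylation genes, 30 fell in the cluster highest in NSN-MII oocytes, an odds ratio of 3.32 (adjusted p = 7.23e-05 from Fisher's exact test), and 2 of 100 drawn splits of the libraries within stages gave as large an odds ratio. The real split is 1 of these 2, and the draws reuse the 35 MII splits, so they are not independent. Of the mRNA splicing genes, 17 fell there (odds ratio 0.854, adjusted p = 0.754 from Fisher's exact test). Compared directly between NSN-MII and SN-MII oocytes, the 62 tested protein methylation genes had a median log2 fold change of 0.20 (39 higher, 23 lower; limma's camera, adjusted p = 0.127). With edgeR's p adjusted over the list alone, 2 of them were called, and 0 over all genes tested, while 7 were higher and 3 lower at an unadjusted p under 0.05. The 98 splicing genes had a median of 0.018 (limma's camera, adjusted p = 0.787), with 5 called over the list alone and 0 over all genes, while 7 were higher and 9 lower at an unadjusted p under 0.05. Other alkylation genes were not analysed here.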

Cluster 4 genes were significantly higher in the MII stage compared to the GV stage. 

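The cluster highest in SN-MII oocytes held 3010 genes (23.3%). Of the 2599 tested between the stages, 2078 (80%) were called higher at MII and 3 lower. The median log2 ratio of mean FPKM at MII to that at GV was 0.76 over the cluster, whose genes are selected for higher values at MII.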

Besides, the levels of this group of genes were the highest in MII derived from SN GV oocytes (SN-MII). 

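The centre of this cluster was 0.92 in SN-MII and 0.65 in NSN-MII oocytes. Each SN-MII library was above each NSN-MII library for 196 of its genes (6.51%). Chance gives 2.86%, but the genes are selected for this direction, so a share above it is no sign of a difference. In the comparison of NSN-MII with SN-MII oocytes, 2 of the 2594 genes tested were called and 194 had an unadjusted p under 0.05, where chance gives 130 without that selection. Their median log2 fold change was −0.12. Without the first NSN-MII library, 67.2% of the genes stayed in the cluster.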

Genes highly represented in cluster 4 include proteasome-mediated ubiquitin-dependent protein catabolic processes, RNA localization, and transport, which is in accordance with the metaphase II arrest status of the oocytes. 

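Of 47 proteasome genes, 5 fell in the cluster highest in SN-MII oocytes (odds ratio 0.392, adjusted p = 0.122 from Fisher's exact test) and 34 in the cluster highest in SN GV oocytes (odds ratio 4.42, adjusted p = 5.7e-05 from Fisher's exact test). The list holds subunits and assembly factors of the proteasome, not ubiquitin ligases. Of 78 RNA transport genes, 33 fell in the SN-MII cluster, an odds ratio of 2.43 (adjusted p = 0.00213 from Fisher's exact test). Of 18 dormant mRNAs known to be polyadenylated during maturation, 13 did (odds ratio 8.61, adjusted p = 0.000235 from Fisher's exact test). As large odds ratios were given by 47, 32 and 35 of 100 drawn splits of the libraries within stages for the proteasome, RNA transport and dormant lists. The split changes which type is highest at a stage, not the stage.
Between GV and MII oocytes, a comparison of lists added after the data were seen, the proteasome list had a median log2 fold change of −2.12 (of 46 genes, 36 lower and 6 higher at an unadjusted p under 0.05; limma's camera, adjusted p = 3.15e-05 over 12 tests). The RNA transport list had a median of 0.60 (limma's camera, adjusted p = 0.00701) and the dormant list one of 0.99 (limma's camera, adjusted p = 0.000307). Among random lists matched on expression and length, these 2 medians lay at percentiles 79.4 and 77.9. Gene length or expression level may therefore account for both, while the proteasome median lay at percentile 0. In all, 5 of 12 lists were called, 10 with fry and 0 with camera's estimated correlation. These medians between stages are relative to the other genes, and poly(A) tail length was not separated from the amount of mRNA.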

Interestingly, more DNA repair genes were in cluster 4 than cluster 3, suggesting that SN-MII oocytes might be more capable of repairing DNA damage and handling genomic stress than NSN-MII oocytes (Figure 3H). 

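Of the clustered DNA repair genes of the list written before the data were examined, 26 fell in the cluster highest in SN-MII oocytes and 24 in that highest in NSN-MII oocytes. These are 0.864% of the former cluster and 0.96% of the latter, an odds ratio of 0.899 (Fisher's exact test, two-sided p = 0.776). The other clusters held more or fewer of them, with 45 in that highest in SN GV and 12 in that highest in NSN GV oocytes.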

The enriched biological process in each cluster and genes in each biological process were provided in Supplementary Table 3.

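Of the 109 genes of the DNA repair list, 99 were tested between NSN-MII and SN-MII oocytes, and 5 of the 109 are in Supplementary Table 2. Their median log2 fold change was 0.047, with 57 higher and 42 lower, against 0.019 for all genes (limma's camera, adjusted p = 0.984). Leaving out 1 MII library gave medians of these genes from 0.00061, without the third SN-MII library, to 0.071, without the third NSN-MII library. At an unadjusted p under 0.05, 7 of them were lower and 0 higher in NSN-MII oocytes. As large a difference between lower and higher genes was given by 2 of the 35 splits of the 7 libraries. With edgeR's p adjusted over the list alone, 4 of them were called, and 1 over all genes tested.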

Since DNA repair genes were downregulated in NSN-MII oocytes, we next investigated H2AX phosphorylation during meiotic maturation by immunostaining. The background of γH2AX in the nucleus was higher, and the number of γH2AX foci was significantly more in NSN GV oocytes than SN oocytes (Figure 4A). The γH2AX foci number in NSN oocytes was about 2.8 times that in SN oocytes at both GV and MI stages (Figure 4B), indicating that NSN oocytes are more susceptible to DNA damage and may explain their inferior meiotic competence.

**FIGURE 4:**
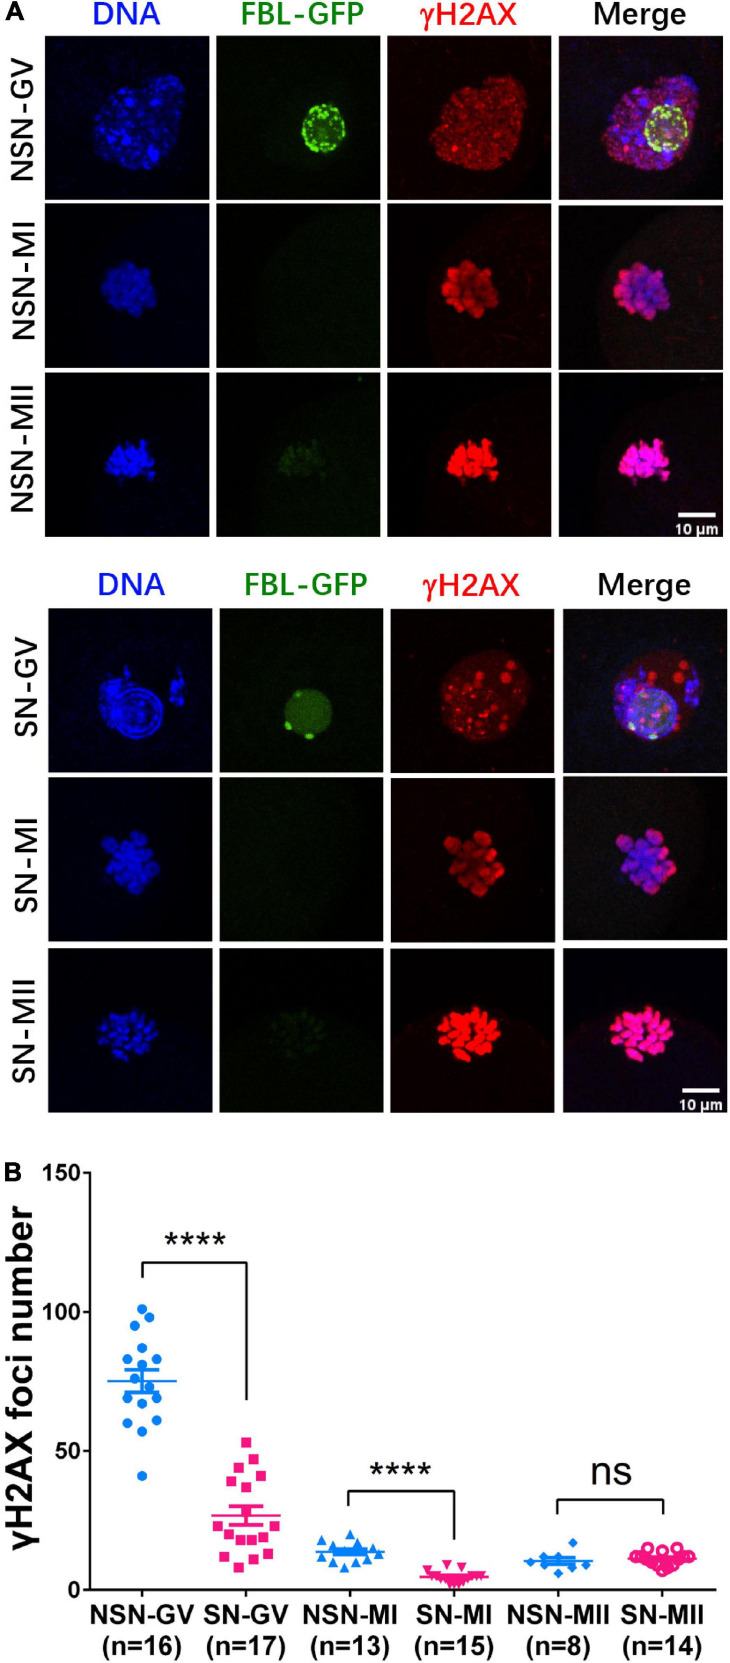
H2AX phosphorylation dynamics during meiotic maturation. **(A)** γH2AX staining in NSN and SN oocytes at GV, MI, and MII stage. Scale bars = 10 μm. **(B)** The scatter plot shows the quantification of γH2AX foci numbers in **(A)**. ****P < 0.0001.

## Discussion

In this study, we showed that FBL–GFP localizes nicely to NLB in mouse GV oocytes and could be a reliable new marker to distinguish NSN and SN status in live oocytes. It allowed direct visualization of nucleolus activity in real-time live oocytes. The large and round nucleolus in GV oocytes is quite distinct from the reticulated nucleolus in somatic cells and ESCs (Kyogoku et al., 2014). The FBL–GFP nicely demarcated the nucleolus in NSN and SN GV oocytes, and its pattern was very similar to the immunostaining of endogenous FBL in our study and others (Zatsepina et al., 2000). The numerous FBL–GFP dots in NSN GV reflected that both Pol I and Pol II were still transcribing. There was substantial EU staining in the nucleus but not inside the nucleolus, suggesting that the newly transcribed rRNA was immediately exported into the nucleoplasm as described in Yao et al.’s (2019) study. Interestingly, the nucleolus from GV oocytes, but not zygotes, somatic cells, or embryonic stem cells (ESCs), was required for the development of naturally fertilized eggs and somatic nucleus transferred embryos (Ogushi et al., 2008). Removing the nucleolus from GV oocytes leads to abnormal chromatin remodeling, reduced expression of the centric and pericentric satellite DNA in zygotes, and development failure (Fulka and Langerova, 2014; Kyogoku et al., 2014). Our result and several studies also showed that SN GV oocytes have much better meiotic maturation potential than NSN GVs. Thus, it would be of future interest to examine the relationship of NSN, SN nucleolus, and the surrounding heterochromatin using FBL–GFP and centromere markers in live oocytes.

In live NSN and SN GV oocytes, the FBL–GFP pattern in the nucleolus co-related well with the H2B-mCherry distribution outside the nucleolus. After selecting NSN and SN GV oocytes based on FBL–GFP, they can resume meiosis I and be *in vitro* fertilized to study their developmental potential. Using live-cell DNA dye Hoechst to stain DNA in the GV can have variable results and may cause DNA damage to the oocytes if subsequent meiosis, fertilization, and embryo development are desired. Judging by the space between zona and the oocyte membrane is convenient (Inoue et al., 2008) but is not always consistent with the nucleolus activity, especially when GV oocytes are arrested in the GV stage during *in vitro* culture. Our transcriptome study also revealed differential gene expression associated with NSN and SN GV oocyte characteristics and MII oocytes derived from them. 

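The log2 differences between NSN and SN oocytes at the GV stage and those at the MII stage, which come from different oocytes, were compared across 9704 genes, which are not independent replicates. Spearman's rho across these genes was 0.0576. A rho as far from 0 was given by 165 of the 350 splits of the libraries within stages (exact permutation test, two-sided p = 0.471). With 1 library left out, rho lay between −0.0434, without the first NSN GV library, and 0.123, without the third NSN-MII library.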

Notably, the number and levels of DNA repair and developmental genes were reduced in NSN MII oocytes, while several metabolic pathway genes and epigenetic regulation genes were different in NSN and SN GVs. Indeed, immunostaining of γH2AX showed that there were significantly more γH2AX foci in NSN GV and MI oocytes. It is possible that NSN oocytes were less able to maintain the mRNA levels of genes essential for the repair of DNA damage or other developmentally critical processes due to their immature metabolic and epigenetic status and RNA processing capacity, which eventually resulted in their poor developmental potential.

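Of the lists compared between NSN and SN oocytes at the GV stage, that of mRNAs degraded during maturation had the smallest p. Its median log2 fold change was 0.11, with 17 of 20 genes higher in NSN GV oocytes (limma's camera, adjusted p = 0.127). Leaving out 1 GV library gave from 0.055, without the second NSN library, to 0.21, without the third. Without the second NSN library its adjusted p was 0.91 (limma's camera). Protein methylation genes, which include histone methyltransferases, had a median of −0.052 at the GV stage (limma's camera, adjusted p = 0.683). At the MII stage, chaperone genes had a median of 0.16, with 38 of 58 higher in NSN-MII oocytes (limma's camera, adjusted p = 0.127). The dormant mRNAs, which are translated in the course of maturation, had a median of −0.063 at the MII stage (12 of 18 lower; limma's camera, adjusted p = 0.683). The direction of the dormant list at MII reversed without the first or second NSN-MII or the fourth SN-MII library, to 0.073, 0.012 and 0.028. Lists of developmental genes were not analysed here.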

Our approach also has some limitations. For example, cytoplasmic microinjection of mRNA may cause additional damage to GV oocytes. Nevertheless, our results about FBL–GFP offered a useful new tool for observing nucleolus activity in live GV oocytes.

In summary, our study showed that FBL–GFP could be a useful tool for indicating nucleolus activity and separating live NSN and SN GV oocytes. The transcriptome profiles of single NSN and SN GV oocytes, and their derivative MII oocytes, provided a valuable resource that might guide the quality control of mammalian oocyte meiotic maturation.

## Data Availability Statement

The datasets generated for this study can be found in the online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE163935.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee and Internal Review Board of Tsinghua University.

## Author Contributions

TW and JN conceived the study, designed the experiments, and wrote the manuscript. TW performed the mouse oocyte microinjection, immunostaining, confocal microscopy, RNA-seq library construction, and data analysis. Both authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Fibrillarin-GFP Facilitates the Identification of Meiotic Competent Oocytes
**Source:** Front Cell Dev Biol. 2021 Apr 15;9:648331. doi: 10.3389/fcell.2021.648331
**Supplement:** Supplementary file 1

## *Supplementary Material*

### **1 Supplementary Tables**

**Table S1. Differentially expressed genes and enriched GO terms in NSN and SN GV oocytes. (related to Figure 3D)**

**Table S2. Differentially expressed genes and enriched GO terms in NSN and SN MII oocytes. (related to Figure 3E)**

**Table S3. Enriched GO terms of the 4 Mfuzz clusters with distinct temporal expression kinetics. (related to Figure 3H)**

How the deposited data were processed for this re-analysis (not part of the article)

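The data were RNA-seq libraries of 13 single mouse oocytes: 3 NSN GV, 3 SN GV, 3 NSN-MII and 4 SN-MII oocytes. Each library counted as 1 replicate, and groups were taken from the deposited sample labels. The authors trimmed the reads, aligned them to mm10 with Bowtie2 and quantified genes with RSEM. The expected count values were deposited by the authors, 1 table per stage, as RSEM gives them: reads that map to several genes are shared out, so up to 16.6% of a library's values, over genes with a count in any library, were not whole numbers. The FPKM values were deposited by the authors, 1 table for all libraries, as counts scaled by gene length and library size. The FPKM table lists genes that the count tables do not hold, and these were tested apart from the others. No column of the files was left unused.

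Counts were rounded to whole numbers. Total counts per library lay between 7140416 and 8846287. No pair of libraries was a copy of another. Genes were filtered with filterByExpr and libraries scaled by TMM in edgeR 4.0.16 (R 4.3.3). NSN and SN oocytes were compared within each stage, and MII with GV oocytes over all libraries, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The interaction of type and stage was tested in 1 model of all libraries. Genes with an adjusted p under 0.05 were called. The count of genes with an unadjusted p under 0.05 and a change of at least 1.5-fold was taken as well, as a reading of the figure legends of the paper, which do not say whether their P was adjusted. The paper's methods also cite an earlier report for the selection of genes, which they do not describe, so its criterion was not repeated here. DESeq2 1.42.0 and limma 3.58.1 (trend, on log2(FPKM + 1)) served as alternatives. With 3 or 4 oocytes per group the variation between oocytes, with a common biological coefficient of variation of 0.352 at GV and 0.344 at MII, exceeded the counting error of most genes tested. A group whose libraries all had 3 counts or fewer was treated as at the floor, and folds against it are bounds.

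Principal components and Euclidean distances used log2(FPKM + 1) of genes with a mean FPKM of at least 1. Distance ratios were tested by exact permutation of the libraries, one-sided. The smallest p that 3 against 3 libraries allow is 0.1, and that of 3 against 4 is 0.0286. Soft clustering used fuzzy c-means of e1071 1.7.16, the algorithm of Mfuzz, with 4 centres on standardized group means of FPKM, a fuzzifier estimated from the number of genes and groups, and random seed 1.

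Genes were named in the text by a rule written before the data were examined: the genes the paper names or stains, the first genes of its supplementary lists, its genes for DNA repair and for nuclear migration, and the largest changes among called genes whose groups did not overlap. This gave 39 genes. Gene lists were written from general knowledge before the data were examined: chaperones, cumulus and granulosa cells, DNA repair, dormant mRNAs polyadenylated during maturation, mRNA splicing, mRNAs degraded during maturation, organic acid catabolism, proteasome, protein glycosylation, protein methylation, RNA transport and rRNA processing. They were tested with limma's camera at a correlation between genes of 0.01, if at least 5 of their genes were tested, and compared with fry and with an estimated correlation. Their shares in clusters were tested by Fisher's exact test, two-sided.

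The alternatives set before the data were examined were DESeq2, DESeq2's size factors, no filter on low counts, counts thinned to the smallest library, all libraries in 1 fit, the replicate number as a block, limma on FPKM, a fold minimum beside the adjusted p, other pseudocounts, filters and scalings of FPKM, and leaving out each library in turn. The number of genes detected as a covariate, a correction for gene length and GC content (lowess, span 0.3), and gene lists between GV and MII with their alternatives were added after the data were seen.

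The steps were tested on simulated data with 200 changed genes per comparison. The edgeR test called 123 of them at GV, 138 at MII, 175 between stages and 84 in the interaction, along with 6, 7, 5 and 1 unchanged genes. The changed genes were drawn from well-counted genes, and all genes had 1 common spread and varied independently. Their changes were all larger than the median absolute log2 fold changes between NSN and SN oocytes, 0.196 at GV and 0.265 at MII. These numbers therefore do not give the power for small changes or low counts. Clustering placed 100% of 4000 simulated genes, each clearly raised in 1 group, in the right cluster. Raw reads, alignment, GO enrichment, imaging, EU incorporation and maturation rates were not analysed here.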

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

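All tests in this part were chosen after the result was seen.

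In the fourth SN-MII library, 4 genes lay far from the other 3 SN-MII libraries: H2afx with 205.6 CPM, Mff with 1174 CPM, Ube2t with 888 CPM and Eepd1 with 30.7 CPM. The gap to the nearest library, as a share of the group's whole range, passed Dixon's critical value in 4 of 38 measures, where chance gives about 1.9. With no scaling beyond the library total, 4 of the 4 genes still passed, which argues against the scaling of that library as the cause. Among the SN-MII libraries, that library also had the fewest genes detected, 11830, and the lowest TMM factor, 0.9164, neither past the critical value. A higher level of these mRNAs in that oocyte, a property of the whole library and chance among many measures all stay open. No biological explanation was tested, since the design gives no condition that sets this oocyte apart. Without that library, Mff and Ube2t were still lower in NSN-MII oocytes, with log2 fold changes of −2.53 and −3.01. Those of H2afx and Eepd1 were −0.84 and −1.29.

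The difference between NSN and SN oocytes changed between the stages for Mff, by −2.57 on the log2 scale (standard error 0.36), and for Ube2t, by −3.35 (standard error 0.51), tested as an interaction of type and stage. In GV oocytes the values of NSN and SN oocytes overlapped, while each NSN-MII library lay under each SN-MII library. Of 100 drawn splits of the libraries within stages, 4 called as many interaction genes, the real one included. The draws reuse the 35 MII splits and are not independent, so this share does not exclude chance. Thinned to the smallest library, the larger adjusted p of both genes was 0.0296 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and after a correction for gene length and GC content it was 0.0107. These values argue against depth, length and GC content as the cause. Leaving out 1 library gave adjusted p from 0.00499 to 0.133 for Mff and from 0.0029 to 0.191 for Ube2t (edgeR's quasi-likelihood test), in both cases highest without the third SN GV library. Thinning and leaving out 1 library are exceptions to the statement on tests above, as both were alternatives set before the data were examined. Both genes were singled out after their values were seen. The number of genes detected was not tested for the interaction. A difference in the amount of these mRNAs and one in the length of their poly(A) tails, on which the libraries were primed, were not separated.

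Among 1771 features that only the FPKM table lists, 1 was called between NSN and SN GV oocytes by limma's trend test: Gm47551 (chromosome 13, 98801172 to 98803736), singled out after its values were seen. Its log2 difference was 4.41 (4.405, standard error 0.41, adjusted p = 0.024 from limma), and 44 features had an unadjusted p under 0.05, where chance gives 89. It had FPKM values of 22.8, 11.2 and 31.6 in the NSN GV oocytes and was listed at 0 in the 3 SN GV oocytes. In MII oocytes it was listed at 0 in 1 NSN-MII and 1 SN-MII library, with a log2 difference of 0.19 (adjusted p = 0.972 from limma). Of the 10 splits of the 6 GV libraries, 7 called as many features, and 3 against 3 libraries can give no share under 0.1, so a real difference and chance cannot be told apart. The feature, of 165 bases, lies within Fcho2 on the other strand, and the strand of the reads is not stated. Fcho2 itself had a log2 fold change of −0.20 (adjusted p = 1 from edgeR's quasi-likelihood test), but reads from an intron need not follow its mRNA, so reads from Fcho2 and a transcript of the feature cannot be told apart.

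AY036118 (chromosome 17, 39847113 to 39848035), another feature singled out after its values were seen, was lower in each NSN-MII than in each SN-MII library. Its FPKM values were 0, 346.7 and 748 in NSN-MII and 7414, 3896, 4715 and 2947 in SN-MII oocytes, a log2 difference of −6.13 (standard error 2.02, exact two-sided permutation p = 0.0286, the smallest 3 against 4 libraries allow). Its adjusted p over 1390 features was 0.714 (limma's trend test), 0 features were called, and 91 had an unadjusted p under 0.05, where chance gives 70. The feature lies inside CT010467.1 on the same strand, an rRNA feature, between which RSEM had to divide the reads. CT010467.1 alone gave a log2 difference of −0.76 (exact permutation p = 0.143), and both together, weighted by length, one of −0.94 (exact permutation p = 0.0857). Reads shared with CT010467.1 and a difference in the RNA of this locus cannot be told apart from these values, and the capture of rRNA in libraries primed on poly(A) is a further technical source that was not tested.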

How the results depend on the processing

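No test in this part was chosen before its result was seen, apart from the alternatives set before the data were examined. The number of genes detected as a covariate, the correction for gene length and GC content, and the gene lists between GV and MII with their alternatives were chosen after seeing the data. Except where a cause is given, the cause was not tested.

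At GV, 0 genes were called under each alternative of the counts, and 1 with limma on log2(FPKM + 1). The 162 genes at an unadjusted p under 0.05 and 1.5-fold became 271 with DESeq2 (181 higher, 90 lower) and 261 with no filter (167 higher, 94 lower), which tests more genes. Across the 6 fits that each left out a library they ranged from 72, without the first SN library, to 638, without the third NSN library. They were 147 to 190 with DESeq2's size factors, thinned counts, all libraries in 1 fit, the covariate and the length and GC correction.

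At MII, the 28 called genes became 219 with DESeq2 (55 higher, 164 lower; all 28 shared), 57 with no filter (5 higher, 52 lower; 26 shared), 74 with all 13 libraries in 1 fit (9 higher, 65 lower; all 28 shared), 4 with limma on log2(FPKM + 1), all lower, and 248 with the covariate (64 higher, 184 lower; 27 shared). Leaving out 1 library gave from 3, without the first NSN library, to 240, without the third NSN library (112 higher, 128 lower; 27 shared). They were 27 with DESeq2's size factors, 26 with thinned counts and 21 with the length and GC correction, all among the 28. The 715 genes at an unadjusted p and 1.5-fold ranged, with 1 library left out, from 601, without the fourth SN library, to 1240, without the third NSN library (733 higher, 507 lower). With all libraries and no block they were 715 (thinned counts) to 1038 (no filter).

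The 2 interaction genes became 44 with DESeq2 (8 higher, 36 lower) and 6 with no filter. With 1 library left out they ranged from 0, without the third NSN GV, the second NSN-MII or any SN GV library, to 12, without the third NSN-MII library. The 7788 genes called between the stages lay between 7407 (with the fold minimum) and 8143 (DESeq2) in the fits without a block, and from 7466 to 7819 with 1 library left out.

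The labels give replicate numbers to each group, but no source says that they pair oocytes. The deviations of NSN and SN libraries of one number from their group means correlated at −0.22, −0.215 and −0.462 at GV and at 0.0297, 0.0944 and −0.117 at MII. With the number as a replicate block, 54 genes at GV had an unadjusted p under 0.05 and 1.5-fold (33 higher, 21 lower), 3 genes were called at MII, all lower, 542 there had an unadjusted p under 0.05 and 1.5-fold (183 higher, 359 lower), 0 were called in the interaction, and 7385 between stages. The block uses up degrees of freedom, and lost calls are no sign of a smaller difference. The direction of 4 of the 24 list medians reversed in the block: rRNA processing at GV (−0.0085), and at MII mRNAs degraded during maturation (−0.13), organic acid catabolism (−0.039) and RNA transport (0.0018). Of 45 values of named genes, 38 were on the same side of the threshold and 7 no longer past it.

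The share of the first principal component, 76.2%, became 68.0% with a pseudocount of 0.1, 71.5% with all genes above 0 (71.55%), 56.5% with genes scaled to unit variance and 62.7% with log2 CPM. With 1 library left out it ranged from 75.5%, without the third SN GV library, to 77.6%, without the first NSN-MII library, judged against the SD of these 13 values. The stage distance ratio ranged from 1.73, with scaled genes, to 2.497 and was the largest of all splits throughout. The type distance ratio at MII was 1.104 with scaled genes (exact permutation p = 0.0286) and from 1.04 to 1.17 with 1 library left out (exact permutation p from 0.0667 to 0.3). That at GV ranged from 0.877 (0.8775), without the second SN library, to 1.09, without the third NSN library, and was also just above 1 without the first.

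With means of log2(FPKM + 1), 0 genes fell in a cluster highest in SN GV and 7471 in clusters highest in NSN GV oocytes. With all genes above 0, 9960 fell in that highest in NSN GV and 6713 in that highest in NSN-MII oocytes, where more genes were clustered. In fits without 1 library, the SN GV cluster ranged from 2726 genes, without the first NSN GV library, to 5034, without the third SN GV library, and the NSN GV cluster from 2391 to 4489 in these same fits. The NSN-MII cluster ranged from 2252 to 3167 genes and the SN-MII cluster from 2234 to 3529.

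No list was called between NSN and SN oocytes with fry or DESeq2's size factors, and 0 to 1 with a library left out. That 1 was the proteasome list at GV without the second NSN library. Between GV and MII, 5 lists were called, 10 with fry and 0 with an estimated correlation. With a library left out, 116 list medians kept their direction and side, 39 reversed and 1 passed the threshold. At GV the medians ranged from −0.054 to 0.079 for chaperones, −0.27 to 0.087 for cumulus cells, −0.068 to 0.068 for DNA repair, −0.20 to 0.022 for dormant mRNAs, −0.075 to 0.012 for splicing and −0.016 to 0.19 for organic acid catabolism. They ranged from −0.15 to 0.070 for the proteasome, −0.041 to 0.14 for glycosylation, −0.12 to 0.0013 for methylation, −0.12 to 0.00046 for RNA transport and −0.038 to 0.0090 for rRNA processing. At MII they ranged from −0.22 to 0.073 for dormant mRNAs, −0.11 to 0.069 for splicing, −0.10 to 0.10 for degraded mRNAs, −0.033 to 0.11 for organic acid catabolism and −0.14 to 0.014 for the proteasome. They ranged from −0.11 to 0.10 for glycosylation, −0.056 to 0.043 for RNA transport and −0.011 to 0.10 for rRNA processing.

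The concordance of both stages ranged from −0.043, without the first NSN GV library, to 0.123, without the third NSN-MII library. H2afx at GV ranged from −0.11, without the second NSN library, to 0.13, without the first, and reversed in 3 fits. Of 45 values of named genes, 13 newly passed the threshold with DESeq2, and with no filter 3 newly passed it and 3 no longer did. With a library left out, 322 stayed on their side, 36 no longer passed and 8 newly passed. Depth limits genes at the floor of 3 counts, for which only bounds are given.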

Differences from the paper's values

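No test in this part was chosen before its result was seen, apart from the alternatives set before the data were examined.

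The paper's methods select differentially expressed genes by an earlier report that they do not describe, so the counts below need not rest on the paper's criterion. Of the paper's 300 genes in Supplementary Table 1, the paper's own table gives 144 a p under 0.05, so the list did not rest on that p alone. The log2 ratios of its listed genes differed from DESeq2's here by a median of 0.0015 at GV and 0.00102 at MII. A setting that only comes near the paper's counts is therefore no sign that the paper used it.

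The paper gives 204 genes as upregulated in NSN against SN GV oocytes, where 103 genes had an unadjusted p under 0.05 and a change of at least 1.5-fold here. Of the alternatives set before the data were examined, DESeq2 (181), no filter on low counts (167), and leaving out the second NSN (159) or the third SN library (232) came within 1.5 times of the paper's value. DESeq2's size factors (106), thinned counts (94), all 13 libraries in 1 fit (90), the replicate block (33) and leaving out the first (54) or the third NSN (352) or the first (49) or the second SN library (73) did not. Both alternatives chosen after seeing the values, the number of genes detected as a covariate (104) and the length and GC correction (106), did not.

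For genes downregulated in NSN GV oocytes the paper gives 96, against 59 here. Among the alternatives set before the data were examined, DESeq2 (90), no filter (94), all 13 libraries in 1 fit (90), and leaving out the first (75) or the second NSN (74) or the third SN library (68) came within 1.5 times of it. DESeq2's size factors (60), thinned counts (53), the replicate block (21) and leaving out the third NSN (286) or the first (23) or the second SN library (26) did not. The number of genes detected as a covariate, chosen after seeing the values, gave 86 and closed the gap, and the length and GC correction (54), chosen likewise, did not.

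For genes upregulated in NSN-MII oocytes the paper gives 173, against 324 here. Of the alternatives set before the data were examined, the replicate block (183) and leaving out the first (213) or the second NSN-MII (246) or the fourth SN-MII library (239) came within 1.5 times of it. DESeq2 (435), DESeq2's size factors (331), no filter (524), thinned counts (327), all 13 libraries in 1 fit (475), and leaving out the third NSN-MII (733) or the first (317), the second (316) or the third SN-MII library (277) did not. The covariate (398) and the length and GC correction (347), both chosen after seeing the values, did not either.

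The paper places genes of protein degradation by the proteasome in the cluster highest in SN-MII oocytes. Of the proteasome list, 5 of 47 genes fell there and 34 in the cluster highest in SN GV oocytes, and the list had a median log2 fold change of −2.12 from GV to MII. The paper also states that this cluster holds more DNA repair genes than that highest in NSN-MII oocytes, where the list gave 26 against 24 (odds ratio 0.899). The proteasome list holds subunits and assembly factors, not ubiquitin ligases, and the paper's own genes of either term were not compared by cluster. Neither value therefore contradicts the paper. The paper describes DNA repair genes as reduced in NSN-MII oocytes. The list written here had a median log2 fold change of 0.047, while the 16 genes the paper lists were all lower.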

Other observations

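All tests in this part were chosen after the result was seen.

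Other splits of the libraries were compared with the real one. At GV, where 0 genes were called and 183 had an unadjusted p under 0.05, 10 of the 10 splits called as many, and 7 of 10 gave as many genes at an unadjusted p and 1.5-fold, but 3 against 3 libraries can give no share under 0.1. The largest GV result came from a split that crosses the types, the first and second NSN and the third SN library against the rest. It called 49 genes and gave 1401 at an unadjusted p and 1.5-fold, against 162 in the real split. At MII, 1 of the 35 splits, the real one, called as many as 28 genes, while 3 of 35 gave as many as 715 genes at an unadjusted p and 1.5-fold, a share that chance gives. Between the stages 1 of 100 drawn splits, the real one, gave as many. For gene lists, of which 0 were called in either stage, 10 of 10 and 35 of 35 splits gave as many, and 18 of 100 did between GV and MII. Any split gives at least 0, so where 0 genes or lists were called these shares were fixed in advance and decide nothing.

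Of 100 drawn splits of the libraries within stages, 88 gave 4 clusters highest in 4 different groups. For a list in its cluster, 39 gave an odds ratio as large for rRNA processing, 7 for organic acid catabolism, 47 for the proteasome, 32 for RNA transport, 35 for dormant mRNAs and 2 for protein methylation. Only the last share is under 0.05. The 100 draws reuse the 35 MII splits with different GV splits, so they are not independent. These lists were also picked because Fisher's exact test called them, so that share does not exclude chance. For the DNA repair list at MII, with 7 genes lower and 0 higher at an unadjusted p under 0.05, 2 of the 35 splits gave as large a difference, a share of over 0.05.

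Few genes were called at MII while the third NSN-MII library was in the fit: 28 with it and 240 without it. Thinned to the smallest library, 26 were called, and 21 after correction for gene length and GC content, which argues against depth, length and GC content as the cause. With the number of genes detected as a covariate, 248 were called, 27 of them among the 28, and 1 of 35 splits, the real one, gave as many. A candidate explanation is therefore a library property that goes with its low number of detected genes. Whether that is technical or a state of this oocyte was not tested. Left out and placed between the SN mean (0) and the NSN mean (1) at genes lower in NSN-MII oocytes, it lay at 0.445, the other NSN-MII libraries at 0.703 and 0.678, and the SN-MII libraries from −0.208 to 0.253. At genes higher in NSN-MII oocytes it lay at 0.0403, within the range of the SN-MII libraries (−0.162 to 0.388) and under the other NSN-MII libraries (0.763 and 0.769), and at both sets together at 0.19, again within the SN-MII range (−0.195 to 0.311). A mislabelled oocyte and an NSN-MII oocyte closer to SN-MII oocytes cannot be told apart, since it lay between the groups at lower genes and among SN-MII libraries at higher genes.

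More genes were called at MII (28) than at GV (0, with 183 at an unadjusted p under 0.05). With 3 against 3 MII libraries the count was between 5 and 35, above that at GV, which argues against the additional SN-MII library as the whole cause. The common biological coefficient of variation was 0.352 at GV and 0.344 at MII, which argues against a larger spread at GV. At GV, 0 genes were called after correction for gene length and GC content and 0 with the number of genes detected as a covariate. A biological change in the course of maturation and a selection of the oocytes that completed it are hypotheses that stay open. The difference itself was tested by the interaction, which called 2 genes.

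The distances among NSN oocytes were larger than those among SN oocytes, 1.315 times at GV (1 of 20 labelled splits as large) and 1.31 times at MII (2 of 35). Both stages together were as large in 4 of 700 labelled splits (exact permutation test, one-sided p = 0.00571). The ratio at MII was 0.986 without the third NSN-MII library, so a larger spread of NSN oocytes is a hypothesis that at MII rests on 1 library.

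For cumulus cells as a source of the genes called at MII, the median over the cumulus list of the mean FPKM in MII libraries was 0.0821, and 35 of 46 genes were under an FPKM of 1, which argues against it. Its most abundant genes were Serpine2, Lamb1 and Hmgcs1, with mean FPKM values of 432, 354 and 225, followed by Cyp19a1 with 38.8 and 7 genes between 2.69 and 7.71. Their source was not tested gene by gene. Vim and Gja1, abundant in cumulus cells, had 0.0214 and 0.0486. The list had median log2 fold changes of −0.13 at GV and −0.24 at MII (limma's camera, adjusted p = 0.683 in both).

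The lists called between GV and MII were compared with 10000 random lists matched on expression and length. The median of the proteasome list (−2.12) and that of rRNA processing (−1.04, adjusted p = 0.00133 from limma's camera) were under all of them (percentile 0 for both lists), which argues against gene length or expression level as the whole cause. Those of dormant mRNAs (percentile 77.9), RNA transport (79.4) and degraded mRNAs (2.65; median −1.27, adjusted p = 0.0155 from limma's camera) lay within the range of random lists, the last near its lower edge, so gene length or expression level may account for them. Lists not called between GV and MII had medians of −0.81 for chaperones, 0.53 for cumulus cells, −0.027 for DNA repair, −0.075 for splicing, −0.67 for organic acid catabolism, −0.26 for glycosylation and 0.27 for methylation (limma's camera, adjusted p from 0.105 to 0.851).

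Fbl mRNA had 134 ± 75.1 CPM (SD, n = 3) in NSN GV and 54.6 ± 44.6 CPM (SD, n = 3) in SN GV oocytes, and 16.0 ± 11.4 CPM (SD, n = 3) in NSN-MII and 38.1 ± 29.6 CPM (SD, n = 4) in SN-MII oocytes. Its log2 fold changes were 1.31 at GV (adjusted p = 1), −1.26 at MII (adjusted p = 0.608) and −1.49 between stages (adjusted p = 0.0123, all from edgeR's quasi-likelihood test). With a library left out, that at GV ranged from 0.82, without the first NSN library, to 2.13, without the second SN library, and that at MII from −1.92, without the third NSN-MII library, to −0.58, without the fourth SN-MII library. The adjusted p between stages then ranged from 0.00294 to 0.0604 (edgeR's quasi-likelihood test), highest without the second SN GV library, and it was 0.0716 with no filter on low counts. Its SD within groups, 1.18 on the log2 scale, was above that of 500 of 500 genes of similar mean (median 0.36). Injected FBL–GFP mRNA counted on Fbl is a candidate explanation, and differences in the oocytes' own mRNA stay open.

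H2afx mRNA had 318 ± 56.3 CPM (SD, n = 3) in NSN GV and 321 ± 37.3 CPM (SD, n = 3) in SN GV oocytes, a log2 fold change of −0.0052. At MII it had 46.3 ± 20.8 CPM (SD, n = 3) in NSN-MII and 114 ± 61.4 CPM (SD, n = 4) in SN-MII oocytes, a log2 fold change of −1.29 (adjusted p = 0.261 from edgeR's quasi-likelihood test), which DESeq2 gave an adjusted p of 0.0308 and which was −0.84 without the fourth SN-MII library. The mRNA level says nothing about phosphorylation of the protein. Some values in this part are exceptions to the statement on tests above. Fbl and H2afx were named by a rule, and the cumulus list was written, before the data were examined. DESeq2, no filter on low counts, thinned counts and leaving out each library were alternatives set before then.

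Of features annotated inside introns, 22 were compared between NSN and SN GV oocytes, as a trace of transcription still under way in NSN GV oocytes. Their median log2 difference was −0.0122, reached in 10 of 10 splits. Libraries primed on poly(A) hold few such reads, so transcription and its absence cannot be told apart here. On the first principal component, NSN-MII oocytes lay at 78.3 ± 24.0 (SD, n = 3) and SN-MII oocytes at 78.2 ± 10.1 (SD, n = 4) (exact two-sided permutation p = 0.943), so an incomplete change from GV to MII in NSN oocytes cannot be told apart from a complete one with so few oocytes.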
